A study of Homo sapiens with 34 samples. Its data were reported in "The transcriptional co-repressor Runx1t1 is essential for MYCN-driven neuroblastoma tumorigenesis" (2024).

How the data were processed

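ChIP-seq peak lists of 5 histone marks in KELLY cells treated with DMSO or doxycycline for 72 h were analysed, 3 libraries per mark and treatment. The labels name 34 samples, of which 4 are inputs (2 per treatment) that entered only through the peak calls. Groups and replicate numbers were taken from the labels.

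The authors aligned the reads to hg38 and kept alignments of mapping quality 30 or more, per the file headers and the methods of the study. Peaks were called for each library on its own with MACS2 2.1.1.20160309 against an input library, duplicates being limited by the caller's automatic setting. Per the file headers, H3K4me1, H3K27ac and H3K27me3 (18 lists) were called in broad mode at q 0.05 with weaker regions linked at q 0.1, and H3K4me2 and H3K4me3 (12 lists) in narrow mode at p 1e-5. The methods of the study state a q of 0.05 for every mark, so the headers differ from them for the narrow lists. Reads were treated as single-ended in all 30 lists, with a read length of 101 bp, although the study describes sequencing from both ends. The headers were followed. The input named for replicate 3 had the same read totals as that of replicate 1 in both treatments, per the file headers, so the calls of replicates 1 and 3 appear to share an input. The deposited pileup is the fragment coverage (signal) at the peak, summit or mean. The deposited −log10 p-value and −log10 q-value are those the authors' peak caller gave each peak. The deposited fold enrichment is a ratio of the ChIP signal to the local input level by the authors' peak caller. These values depend on the depth and on the input of each library. They were therefore used only to describe, rank or filter peaks within a list, with some values then summarised over lists. Libraries were compared by the presence of a peak.

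Such processing can affect the measurements. MACS2 scales the larger of ChIP and input to the smaller. The calling depth was 57.0 to 63.4 M reads in doxycycline and 71.9 to 81.1 M in DMSO, and fewer reads can give fewer weak peaks. No read counts per region were used, so intervals on shares cover counting of regions only.

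Analyses used chromosomes 1 to 22 and X, python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the GENCODE release 44 annotation of hg38 (19970 protein-coding genes), the build of the lists. Intervals were merged where they shared at least 1 bp. A consensus region needed a peak of all 3 libraries. Enhancer classes used the mark combinations in the methods of the study, applied to the whole genome, with the added demand that active regions lack H3K27me3 and poised regions lack H3K27ac. Promoters were the 1 kb either side of every annotated start site of protein-coding genes. Interval functions were checked against bedtools 2.31.1, which gave the same consensus counts for the 5 marks. They were also tested on simulated data: in 188491 H3K4me1 regions with 200 planted separating regions for DMSO against doxycycline, 100.0% were recovered. The planted regions had exactly the pattern that defines a separating region. Their recovery checks the code and says nothing of detection in the real lists.

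Counts were compared by exact two-sided permutation over the 20 assignments of 3 of the 6 libraries to doxycycline, with consensus regions rebuilt for each assignment. For enhancers and promoters, the 6 treatment-by-number sets were permuted with all marks of a set together. The statistic was the difference of mean log2 values, or the log2 ratio of counts, doxycycline over DMSO. Jaccard indices were tested one-sided over the 10 splits. p-values were adjusted by Benjamini-Hochberg within each family. Separating regions were compared with the other 9 splits and carry no p-value. The labels do not say that a replicate number marks a shared batch, but technical values went with the number in both treatments. Replicate 3 had the highest share of redundant reads in 10 of 10 groups (16 to 25%, against 7 to 11% in replicate 2). Outside H3K27me3 the fragment length estimate was 253 to 278 bp in replicate 2 and 205 to 248 bp in replicates 1 and 3. In H3K4me3 the deviations of same-numbered libraries from their group means were also correlated in each of the 3 pairs (0.104 to 0.269).

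Settings chosen before the data were examined were a q of 0.001 or less, all sequences, leaving out 5 Mb either side of MYCN, leaving out libraries or replicate numbers, a replicate block, lists of equal length, 2 of 3 replicates, peaks covering at least 50% of an interval, 1 kb bins, a 2.5 kb promoter and other class definitions. A q of 1e-10 or less was added after seeing the data, because the narrow lists held no peak with a −log10 q-value under 3.09. The permutation of H3K27me3 lists within kinds of fragment length estimate and the Jaccard comparison with same-numbered pairs left out were also added after seeing the data. The rule for named items, fixed before the data were examined, was 17 genes that the study names for its model or as controls and, for each mark and direction, the 2 separating regions with the highest mean within-list percentile of −log10 q. RUNX1T1 binding sites and expression data of the study were not analysed here.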

Results

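To follow how loss of RUNX1T1 affects histone marks in neuroblastoma, chromatin immunoprecipitation followed by sequencing (ChIP-seq) had been performed in KELLY cells, an established human neuroblastoma line with amplified MYCN, carrying a doxycycline-inducible short hairpin RNA against RUNX1T1. Cells were exposed to the solvent DMSO or to doxycycline for 72 h. The labels name no control line without the hairpin given doxycycline. An effect of the drug itself can therefore not be told apart from one of the knockdown. The marks were H3K4me1 (enhancers), H3K4me2 (enhancers and promoters), H3K4me3 (promoters), H3K27ac (active elements) and H3K27me3 (Polycomb repression). For each of the 5 marks there were 3 libraries per treatment, giving 30 peak lists. The libraries held between 57.1 and 85.2 M reads after the peak caller had removed excess duplicates. The input (unenriched chromatin) reads used for calling were fewer in doxycycline, at 57.0 to 63.4 M, than in DMSO, at 74.5 to 81.5 M. The peak caller scales the larger of ChIP and input down to the smaller, so the depth behind the calls was 71.9 to 81.1 M reads in the 15 DMSO libraries and 57.0 to 63.4 M in the 15 doxycycline libraries. These ranges did not overlap, so treatment and calling depth cannot be told apart in any comparison of list size. With 3 libraries against 3, the smallest p that an exact two-sided permutation test can give is 0.1, so no comparison could pass 0.05 by this test.

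The targeted gene was examined before the other genes. RUNX1T1 lies on chromosome 8 from 91954972 to 92103286 (hg38). Within 1 kb of its annotated transcription start sites, H3K4me1, H3K4me2, H3K4me3 and H3K27ac peaks were present in 3 of 3 DMSO and 3 of 3 doxycycline libraries, and H3K27me3 peaks in 0 of 3 and 0 of 3. A hairpin acts on the messenger RNA, so these marks do not measure the knockdown, and expression was not analysed here.

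The number of peaks per library was compared to ask whether the extent of each mark differed between doxycycline and DMSO. H3K4me1 lists held 128946 ± 23730 peaks in DMSO and 107647 ± 19637 in doxycycline (mean ± SD, n = 3 each). The difference of mean log2 peak number, doxycycline minus DMSO, was -0.26 (exact permutation p = 0.3, Benjamini-Hochberg adjusted over the 5 marks 0.75). H3K27ac lists held 63831 ± 8262 and 53653 ± 6143 peaks, a log2 difference of -0.25 (exact permutation p = 0.2, adjusted 0.75). H3K4me2 lists held 66323 ± 19235 and 66553 ± 17852 peaks, and H3K4me3 lists 25707 ± 1244 and 25267 ± 1401. Their log2 differences were 0.0093 (exact permutation p = 1, adjusted 1) and -0.025 (exact permutation p = 0.7, adjusted 0.875). H3K27me3 lists held 101434 ± 49463 and 86377 ± 42954 peaks, a log2 difference of -0.23 (exact permutation p = 0.6, adjusted 0.875). The difference of the H3K27ac means was larger than the SD of either treatment, although the ranges overlapped (55153 to 71603 in DMSO, 48171 to 60292 in doxycycline). That of the H3K4me1 means lay between both SDs, and those of the other marks were smaller than either SD. In same-numbered libraries, the H3K4me1 and H3K27ac lists were shorter in doxycycline in all 3 pairs, while the pairs of the other marks were mixed. The exact test over 8 sign flips gave p = 0.25, the smallest possible, for H3K4me1 and H3K27ac. With peaks of q 0.001 or less, the H3K27me3 difference changed sign to 0.28 (means of 13437 peaks in DMSO and 15676 in doxycycline), and at q of 1e-10 or less, the setting that moved peak number most, it was 0.41. The means at that last setting went the other way, at 956 peaks in DMSO and 714 in doxycycline, so the sign at q of 1e-10 or less depends on the log scale and is not an increase.

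**Figure D1:**
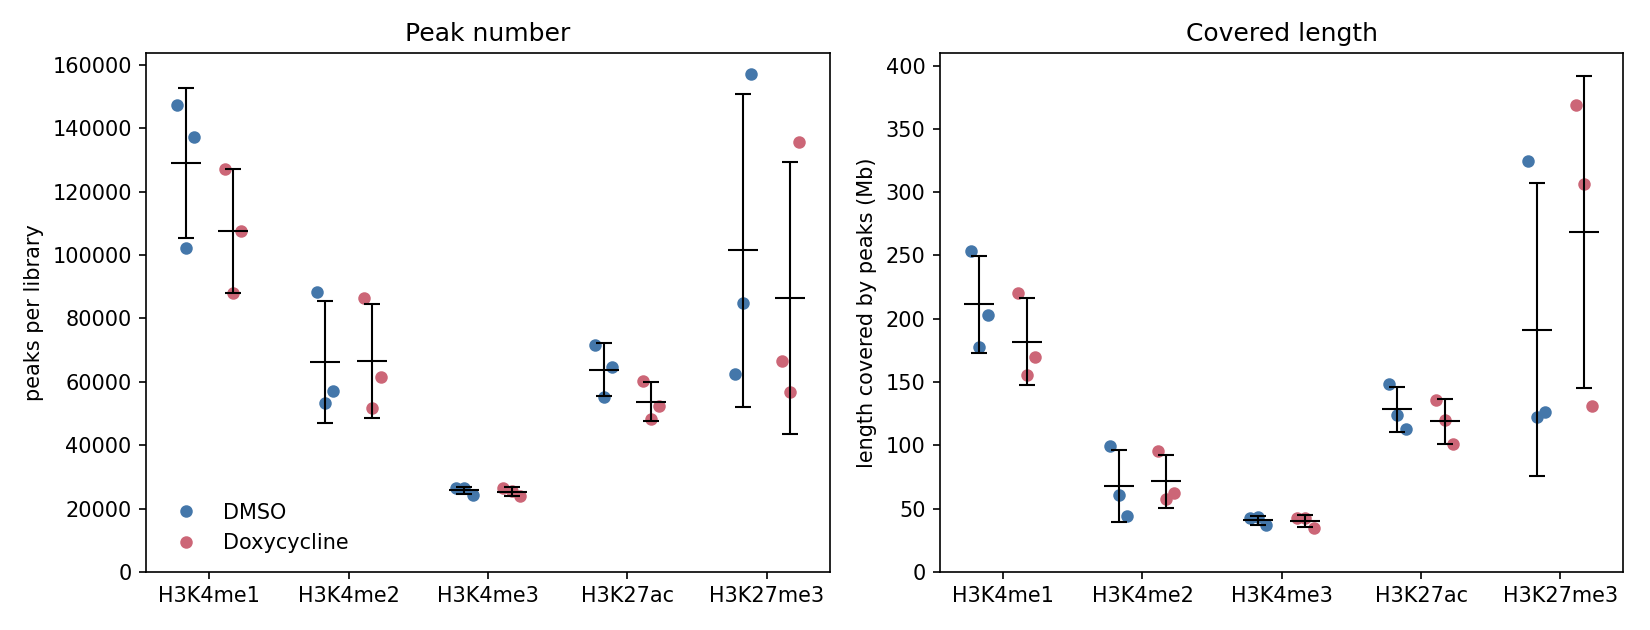
Number of peaks per library (left) and length covered by peaks (right, Mb) for the 5 marks in DMSO and doxycycline. Points are libraries, and black bars the mean and SD (n = 3). The H3K27me3 libraries span the widest range of covered length, from 123 to 369 Mb.

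Covered length, the bases in merged peaks, is less sensitive to splitting of peaks. H3K4me1 peaks covered 211 ± 38.5 Mb in DMSO and 182 ± 34.2 Mb in doxycycline (SD, n = 3; log2 difference -0.22, exact permutation p = 0.4, adjusted 0.833). H3K27ac peaks covered 128 ± 18.1 and 119 ± 17.7 Mb (log2 difference -0.11, exact permutation p = 0.5, adjusted 0.833). For H3K4me2 the values were 68.0 ± 28.3 and 71.6 ± 20.9 Mb (log2 difference 0.12, exact permutation p = 0.9, adjusted 0.9), and for H3K4me3 they were 40.7 ± 3.52 and 40.0 ± 4.54 Mb (log2 difference -0.028, exact permutation p = 0.7, adjusted 0.875). H3K27me3 peaks covered 191 ± 116 Mb in DMSO and 269 ± 123 Mb in doxycycline (log2 difference 0.52, exact permutation p = 0.4, adjusted 0.833). The H3K27me3 value moved most at q of 1e-10 or less, to 1.05, although the means at that setting were lower in doxycycline (25.6 Mb in DMSO, 21.3 Mb in doxycycline). Without DMSO replicate 1 it rose to 0.98, and without doxycycline replicate 1 it fell to 0.22. Differences of the means were smaller than the SD of either treatment in each mark, but these SDs include differences between replicate numbers. In all 3 same-numbered pairs, DMSO exceeded doxycycline for H3K4me1 (253 and 221, 178 and 155, 203 and 170 Mb). The same held for H3K27ac (148 and 136, 124 and 120, 113 and 101 Mb). Doxycycline was higher in all 3 pairs for H3K27me3, and the pairs were mixed for H3K4me2 and H3K4me3. The exact test over 8 sign flips gave p = 0.25, the smallest possible, for H3K4me1, H3K27ac and H3K27me3.

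The H3K27me3 libraries fell into separate kinds by the fragment length that the peak caller had estimated. The estimate was 256 bp in DMSO replicate 1, 265 bp in doxycycline replicate 1 and 280 bp in doxycycline replicate 2. It was 105 to 112 bp in DMSO replicates 2 and 3 and 108 bp in doxycycline replicate 3, close to the read length of 101 bp. The 24 libraries of the other marks had estimates of 205 to 278 bp. Among the H3K27me3 libraries with a long estimate, covered length was 325 Mb in the single DMSO library and 306 and 369 Mb in doxycycline. Among those with a short estimate it was 123 and 126 Mb in DMSO and 131 Mb in the single doxycycline library. Within each kind the treatments differed far less than the kinds did. With kind and treatment in one model, the log2 difference of covered length was 0.060 (exact permutation within kinds, p = 0.667) and that of peak number 0.11 (exact permutation within kinds, p = 0.889). The 9 assignments cannot give a p under 0.111.

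**Figure D2:**
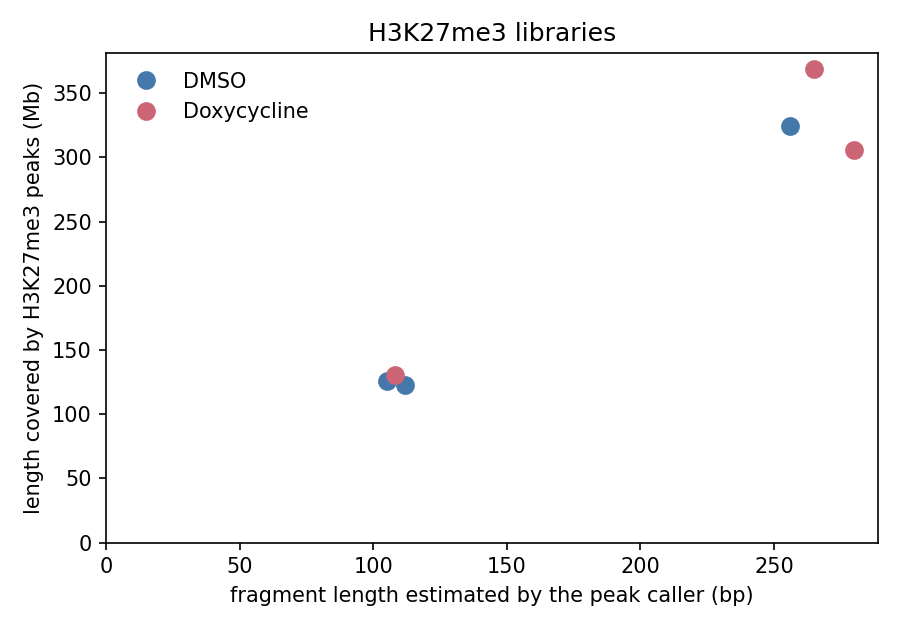
Length covered by H3K27me3 peaks (Mb) against the fragment length estimated by the peak caller (bp) in the 6 libraries. The libraries with estimates of 105 to 112 bp cover 123 to 131 Mb in both treatments, and those with 256 to 280 bp cover 306 to 369 Mb.

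Consensus regions, merged intervals to which all 3 libraries of a treatment contributed a peak, were counted next. H3K4me1 had 78277 in DMSO and 70614 in doxycycline (log2 ratio -0.15, exact permutation p = 0.4, adjusted 0.667). H3K27ac had 39263 and 33249 (log2 ratio -0.24, exact permutation p = 0.2, adjusted 0.667), H3K4me2 36644 and 36916 (log2 ratio 0.011, exact permutation p = 1, adjusted 1), H3K4me3 21470 and 20602 (log2 ratio -0.060, exact permutation p = 0.6, adjusted 0.75) and H3K27me3 21288 and 25859 (log2 ratio 0.28, exact permutation p = 0.4, adjusted 0.667). The H3K4me1 ratio changed sign, to 0.092, when the 6 lists were cut to equal length, and the H3K4me3 ratio shrank to -0.0025 without replicate 3. Without replicate 1 the H3K27me3 ratio was -0.55, and without replicate 2 it was -0.035. Of the DMSO consensus regions, 77.6% overlapped a doxycycline consensus region for H3K4me1 (exact 95% interval 77.3 to 77.9%), 76.7% for H3K27ac, 89.4% for H3K4me2, 91.6% for H3K4me3 and 93.9% for H3K27me3. Of the doxycycline consensus regions, 87.0% overlapped a DMSO consensus region for H3K4me1, 88.3% for H3K27ac, 84.8% for H3K4me2, 95.8% for H3K4me3 and 64.6% for H3K27me3. Only 2738 of the H3K4me1 and 2715 of the H3K27ac DMSO consensus regions met no peak in any doxycycline library. Consensus regions touched a start site of a protein-coding gene (within 1 kb) in 67.3% of cases for H3K4me3 and 23.5% for H3K27me3 in DMSO.

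Replicate lists were compared by the Jaccard index, the shared length over the total length of a pair of lists. For H3K27ac it averaged 0.594 within treatments and 0.543 between them, a difference of 0.051 (exact permutation over 10 splits, one-sided p = 0.1, adjusted 0.25). For H3K4me1 the averages were 0.578 and 0.546 (difference 0.032, exact permutation p = 0.1, adjusted 0.25). In both marks no other split gave a larger difference, and 0.1 is the smallest p possible. With q of 0.001 or less this held for H3K27ac (0.057) but not for H3K4me1 (0.0089, exact permutation p = 0.5). For H3K4me3 the averages were 0.836 and 0.825 (exact permutation p = 0.5, adjusted 0.5). For H3K4me2 they were 0.561 and 0.577 (exact permutation p = 0.5, adjusted 0.5), and for H3K27me3 0.425 and 0.449 (exact permutation p = 0.4, adjusted 0.5). The averages between treatments include the same-numbered pairs, which share technical features. With these pairs left out, the difference changed sign to 0.0085 for H3K4me2 and 0.0049 for H3K27me3, and was 0.061 for H3K27ac, 0.046 for H3K4me1 and 0.023 for H3K4me3 (exact permutation over the 4 splits that part all numbers, p = 0.25 in each mark, the smallest possible). Treatment also parts the libraries by calling depth and by inputs shared by all marks, so these values do not isolate the treatment.

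Regions with a peak in all 3 libraries of one treatment and none of the other were counted as separating the treatments. H3K27ac had 3317, of which 602 were present in doxycycline (gained) and 2715 in DMSO (lost), a gained share of 18.1%. The highest count among the other 9 splits of the 6 libraries was 1235. H3K4me3 had 400, with 134 gained and 266 lost (33.5% gained), and the highest other split had 316. H3K4me1 had 3328, with 590 gained and 2738 lost (17.7% gained), below the 4260 of another split. H3K4me2 had 485 (185 gained, 300 lost, 38.1% gained) against up to 2686, and H3K27me3 had 570 (522 gained, 48 lost, 91.6% gained) against up to 4346. The H3K27me3 split with 4346 was the one that followed the fragment length estimate. Some of these splits put both libraries of a replicate number on one side. Among the 4 splits that part all 3 numbers, the treatment split was the highest in each mark. The highest other was then 580 for H3K4me1, 255 for H3K4me2 and 447 for H3K27me3. With 4 splits, chance cannot be excluded. The treatment split is also the one that parts the libraries by calling depth and by input. The inputs were shared by all marks, so the marks are not independent of each other here. With lists of equal length the gained share rose to 40.0% for H3K27ac and to 49.7% for H3K4me1. It changed side for H3K4me2, to 53.4%. Separating regions are absences of a call and not of a signal. The weakest −log10 q over the 3 libraries having the region had a median of 1.82 for lost and 1.69 for gained H3K27ac regions. Over all regions called in the 3 DMSO libraries the median was 5.28, and over those called in the 3 doxycycline libraries 6.44. In H3K4me3, 105 of 266 lost and 55 of 134 gained regions had a −log10 q of 10 or more in all 3 libraries.

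**Figure D3:**
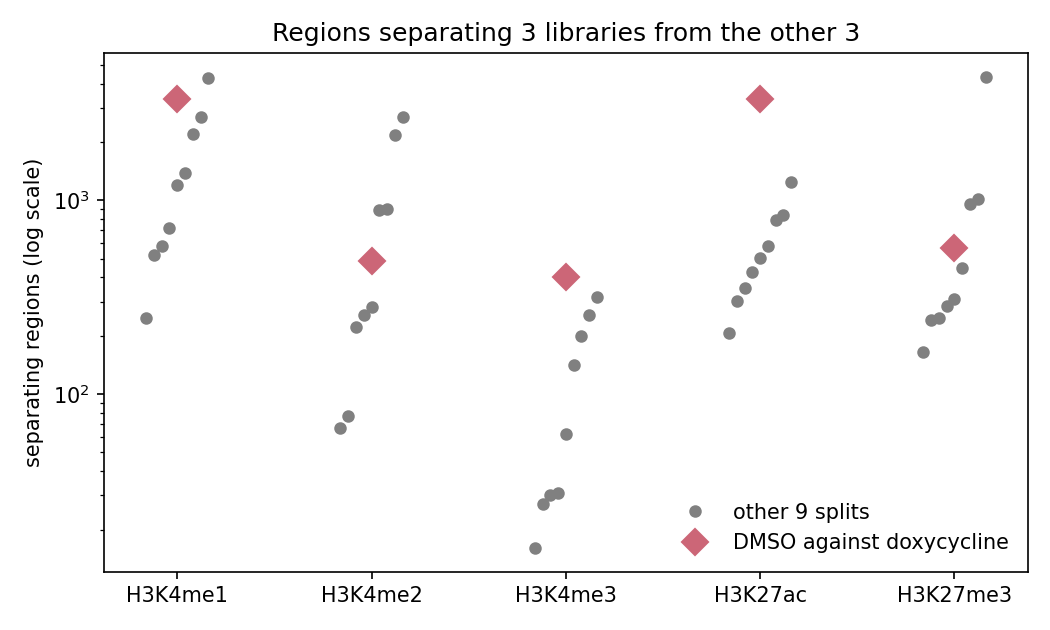
Number of regions with a peak in 3 libraries and none of the other 3 (log scale) for each mark. Diamonds are the DMSO against doxycycline split and grey points the other 9 splits of the 6 libraries. Only for H3K4me3 (400) and H3K27ac (3317) does the diamond lie above all grey points. Some grey points are splits with both libraries of a replicate number on one side. Among the 4 splits that part all replicate numbers, the diamond is the highest in each mark. The treatment split also parts the libraries by calling depth and input.

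Enhancer classes were built from consensus H3K4me1 regions without consensus H3K4me3. Active regions (with H3K27ac and without H3K27me3) numbered 21292 in DMSO and 17041 in doxycycline (log2 ratio -0.32, exact permutation p = 0.1, the smallest possible; adjusted over 3 classes 0.3). Primed regions (neither mark) numbered 33612 and 30034 (log2 ratio -0.16, exact permutation p = 0.7, adjusted 0.7). Poised regions (with H3K27me3 and without H3K27ac) numbered 2160 and 3018 (log2 ratio 0.48, exact permutation p = 0.5, adjusted 0.7). Regions with both marks, counted apart, numbered 65 and 90. With lists of equal length the active ratio shrank to -0.083 and the primed ratio changed sign to 0.13, while the poised ratio rose to 0.88 (1175 and 2155 regions). Built within each replicate number, active regions were 33806 ± 5861 in DMSO and 25772 ± 2826 in doxycycline (SD, n = 3), primed regions 63529 ± 16426 and 50941 ± 13525, and poised regions 4700 ± 1805 and 5157 ± 1926. Of the active regions in DMSO, 61.5% overlapped an active region in doxycycline and 27.9% a primed one. Of the active regions in doxycycline, 77.9% overlapped an active region in DMSO and 13.3% a primed one. The poised class inherits the H3K27me3 lists, whose extent followed the fragment length estimate.

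**Figure D4:**
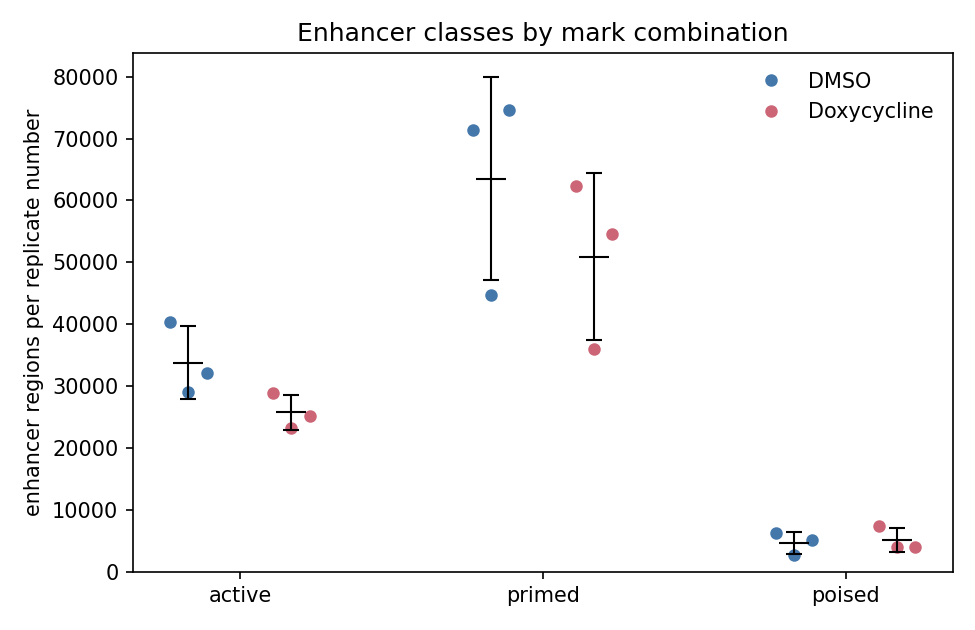
Enhancer regions of the active, primed and poised classes (number of regions) built within each replicate number in DMSO and doxycycline. Points are replicate numbers, and black bars the mean and SD (n = 3). Active regions range from 29012 to 40340 in DMSO and from 23326 to 28866 in doxycycline.

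At promoters, 14521 of 19970 protein-coding genes had a consensus H3K4me3 region within 1 kb of a start site in DMSO and 14449 in doxycycline (log2 ratio -0.0072, exact permutation p = 0.9, adjusted 0.9). H3K27me3 marked 4756 and 5287 genes (log2 ratio 0.15, exact permutation p = 0.4, adjusted 0.9). Both marks were present at 2556 and 2810 genes (log2 ratio 0.14, exact permutation p = 0.7, adjusted 0.9). The H3K27me3 ratio was 0.29 without replicate 1 and 0.069 without replicate 2, and that of both marks 0.24 and 0.059.

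Of the 17 genes named before the data were examined, 15 had H3K4me3 and 15 had H3K27ac within 1 kb of a start site in all 6 libraries. Those without were MYCN and ABCA10. ABCA10, on chromosome 17 from 69147214 to 69244846, had H3K27me3 in 3 of 3 libraries of each treatment and no H3K4me3 in any. At HAND2, on chromosome 4 from 173524969 to 173530229, H3K4me2 peaks were called in 0 of 3 DMSO and 3 of 3 doxycycline libraries, while H3K4me3 and H3K27ac were called in all 6. H3K4me1 was called there in 0 of 3 and 0 of 3. The HAND2 calls carry no test. In H3K4me2, 5 of 10 splits of the libraries, the real one included, gave as many separating regions as the treatments. At MYCN, on chromosome 2 from 15940550 to 15947007, H3K4me1 and H3K27ac peaks were called in 3 of 3 DMSO and 0 of 3 doxycycline libraries, H3K4me2 in 1 and 0, and H3K4me3 in 2 and 1. Peaks within 250 kb of MYCN had a median fold enrichment over input of 1.10 to 1.24 in the 17 lists with any, so these calls lay near the limit of calling. At CLNS1A, H3K4me1 was called in 3 of 3 and 2 of 3 libraries. Scores and fold enrichments per peak are those of the authors' peak caller. They served to describe, rank or filter peaks within a list, and some are summarised over lists.

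The separating regions with the highest mean within-list percentile of −log10 q were located in hg38. For H3K27ac, the gained regions were on chromosome 11 from 70668972 to 70671471, overlapping an exon of a non-coding SHANK2 transcript (mean percentile 74.6), and on chromosome 2 from 27869824 to 27873324, overlapping coding sequence and UTR annotated to MRPL33 and RBKS (73.3). The lost regions were intergenic, on chromosome 1 from 101097753 to 101100078, 71.7 kb from DPH5 (74.6), and on chromosome 9 from 136769590 to 136770126, 3.33 kb from LCN15 (74.2). For H3K4me1, the gained regions were on chromosome 20 from 5929102 to 5930787 at the pseudogene KANK1P1, 3.75 kb from CHGB (85.3), and on chromosome 16 from 1036271 to 1037909, intergenic and 34.8 kb from SSTR5 (76.9). The lost H3K4me1 regions were on chromosome 17 from 19188601 to 19189478 at the small nucleolar RNA gene SNORD3A (88.7) and on chromosome 4 from 76280727 to 76281291 in a UTR of FAM47E (86.0).

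For H3K4me2, the gained regions were on chromosome 1 from 110524275 to 110525138 in an intron of KCNA2 (mean percentile 61.9) and on chromosome 21 from 9829248 to 9830079 in an intron of the pseudogene LINC01667 (60.1). The lost regions were on chromosome 7 from 18445385 to 18446378 in an intron of HDAC9 (57.7) and on chromosome 15 from 62611545 to 62613184 in an intron of TLN2 (54.7). For H3K4me3, the gained regions were on chromosome 21 from 7568886 to 7569858, intergenic (35.4), and on chromosome 2 from 567883 to 568897, in an intron of a long non-coding RNA gene (29.6). The lost regions were on chromosome 12 from 120291984 to 120292831, 9.48 kb from SIRT4 (39.1), and on chromosome 6 from 27214282 to 27215196, 32.5 kb from PRSS16 (35.0), both intergenic. For H3K27me3, the gained regions were on chromosome 4 from 119626479 to 119628843, overlapping coding sequence and UTR of PDE5A (85.9), and on chromosome 8 from 128744687 to 128745526 in an intron of the long non-coding RNA gene CCDC26 (83.7). The lost regions were on chromosome 7 from 126891221 to 126891524 in an intron of GRM8 (86.6) and on chromosome 4 from 49153046 to 49153536, intergenic (82.7). The latter had fold enrichments over input of 1.30 to 1.45 in the DMSO libraries, against list medians of 2.22 to 2.84. Its rank by −log10 q therefore does not mean strong enrichment. None of the regions located here were filtered for sequence prone to artifacts.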

Values the study reported

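The study reported an average sequencing depth of 70 M reads and a minimum mapping quality of 30 for its ChIP-seq libraries.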

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

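The tests on chromosome Y were chosen after the result was seen, and the test on alternate sequences was written before its values were computed.

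Peaks on chromosome Y, outside the chromosomes of the report, were listed in every library, from 5 in the lowest to 209 in the highest, above the 3 that a count of 0 allows. Over the 30 lists there were 1272, of which 668 (52.5%) lay in the first pseudoautosomal part, whose sequence is identical on X in the reference. Of those 668, 75.0% lay at the coordinates of an X peak of the same list, with marked differences between marks. The share was 97.3% for H3K27ac, 96.8% for H3K4me3 and 90.5% for H3K4me2, and over 50% in every list of these marks. A candidate explanation for these is that reads of the shared sequence were placed on both copies. For H3K27me3 the share was 60.5% (0 to 69.9% by list) and for H3K4me1 54.8% (0 to 100% by list), so for these marks the overlap of calls leaves the explanation open. The reference sequence of this part is the same on X and Y, so in no mark can it assign such reads to Y. The other 604 peaks lay outside this part, and no value here tells what gave rise to them. H3K27me3 lists held 787 of the 1272. No biological explanation was tested, since the design has no group for it.

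Peaks on alternate and unplaced sequences were also listed in every library, from 1171 to 4561. The H3K4me3 lists had 604 to 711 peaks each on the alternate versions of parts of chromosome 6, among them the major histocompatibility complex (MHC). Promoter peaks of the MHC on chromosome 6 itself had a median pileup of 0.198 times that of other promoters of the chromosome (median over the 6 H3K4me3 lists, range 0.185 to 0.234). This is what reads shared among copies may produce, and the ratio could have come out near 1. A lower level of the mark at MHC genes in these cells was not tested and stays open. Peak heights in the MHC are therefore best not set against other loci.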

How the results depend on the processing

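The q of 1e-10 or less, the permutation within kinds of fragment length estimate and the overlap with same-numbered pairs left out were chosen after seeing the data, and all other alternatives before. No result passed 0.05 under any setting, and the exact tests used cannot give such a p here, so only directions and sizes are compared. Every alternative chosen beforehand was run. Causes were not tested except where stated.

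No direction changed with all sequences (28 results) or without the 5 Mb either side of MYCN (28). The q of 0.001 removed no peak of the H3K4me2 and H3K4me3 lists, so their unchanged values say nothing.

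With q of 0.001 or less, log2 values changed sign for H3K27me3 peak number (0.28), H3K4me1 consensus regions (0.14) and primed enhancers (0.29). Log2 values grew for poised enhancers (1.196), H3K27me3 promoters (0.39), promoters with both marks (0.31), H3K27me3 consensus regions (0.62) and H3K27me3 covered length (0.83). They shrank for active enhancers (-0.15), H3K4me1 peak number (-0.047) and H3K4me1 covered length (-0.077), as did the H3K4me1 Jaccard difference (0.0089), while that of H3K27me3 was -0.063. Separating regions fell to 1711 for H3K27ac, 768 for H3K4me1 and 70 for H3K27me3, and the gained share was 19.9% for H3K27ac and 33.5% for H3K4me1. With q of 1e-10 or less, signs changed for active enhancers (0.58), primed enhancers (0.86), H3K4me1 consensus regions (0.65), H3K4me1 covered length (0.22), H3K4me1 peak number (0.15), H3K27me3 peak number (0.41) and the H3K4me1 Jaccard difference (-0.076). Separating regions fell to 496 (H3K27ac, 29.8% gained), 225 (H3K4me2, 46.7%), 6 (H3K4me1, 66.7%) and 1 (H3K27me3, 0% gained). In the same lists the means of H3K4me1 covered length (38.3 Mb in DMSO, 36.8 Mb in doxycycline), H3K4me1 peak number (8301 and 7578) and H3K27me3 peak number (956 and 714) were lower in doxycycline, so those log2 signs show no increase. The changed signs of regions and enhancers rest on small counts: 1082 H3K4me1 consensus regions remained in DMSO and 1695 in doxycycline, with 326 and 488 active and 257 and 467 primed regions.

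With lists of equal length, signs changed for consensus regions of H3K4me1 (0.092) and H3K4me2 (-0.0072) and for primed enhancers (0.13). The gained share was 49.7% for H3K4me1, 40.0% for H3K27ac, 43.1% for H3K4me3, 94.6% for H3K27me3 and, on the other side of 50%, 53.4% for H3K4me2. Separating regions numbered 1074 for H3K4me2 and 221 for H3K27me3. In 1 kb bins there were 7268 for H3K27ac (33.6% gained), 7471 for H3K4me1 (28.5%) and 1030 for H3K27me3 (99.2%), and the share was 57.6% for H3K4me2 and 45.4% for H3K4me3. With 2 of 3 replicates the H3K4me2 consensus ratio was -0.054. With peaks covering at least 50% of an interval, no consensus ratio changed sign. The ratios were 0.21 for H3K4me2, -0.014 for H3K4me1, 0.15 for H3K27me3, -0.23 for H3K27ac and -0.072 for H3K4me3. The counts did change, most for H3K27me3, from 21288 to 2736 in DMSO and from 25859 to 3029 in doxycycline. In most H3K27me3 consensus regions, peaks of at least 1 library thus covered less than 50% of the interval. With a mark absent only where no replicate had it, the primed ratio was 0.056.

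Leaving out each library in turn gave log2 ranges of -0.20 to 0.24 for H3K4me2 peak number, -0.066 to 0.017 for H3K4me3 peak number, -0.61 to 0.14 for H3K27me3 peak number, -0.16 to 0.43 for H3K4me2 covered length, -0.10 to 0.070 for H3K4me3 covered length and -0.21 to 0.0025 for H3K27ac covered length. No sign changed, but sizes did, for H3K4me1 peak number (-0.42 to -0.12), H3K4me1 covered length (-0.36 to -0.078), H3K27ac peak number (-0.35 to -0.16) and H3K27me3 covered length (0.22 to 0.98). Leaving out each replicate number gave -0.21 to 0.16 for H3K4me2 consensus regions, -0.55 to 0.59 for H3K27me3 consensus regions, -0.075 to -0.0025 for H3K4me3 consensus regions, -0.0081 to 0.00059 for H3K4me3 promoters, 0.069 to 0.29 for H3K27me3 promoters, 0.059 to 0.24 for promoters with both marks and 0.34 to 0.80 for poised enhancers, which were at 0.13 when built within replicate numbers. Signs changed for H3K27me3 peak number without DMSO replicate 3 (0.14) or doxycycline replicate 2 (0.015), for H3K4me2 peak number without DMSO replicate 2 (-0.13), DMSO replicate 3 (-0.079) or doxycycline replicate 1 (-0.20), for H3K4me3 peak number without doxycycline replicate 3 (0.017), for H3K4me2 covered length without DMSO replicate 3 (-0.16) or doxycycline replicate 1 (-0.11), for H3K4me3 covered length without DMSO replicate 1 (8.0e-05), DMSO replicate 2 (0.017) or doxycycline replicate 3 (0.070), for H3K27ac covered length without doxycycline replicate 3 (0.0025), for H3K27me3 consensus regions without replicate 1 (-0.55) or 2 (-0.035), for H3K4me2 consensus regions without replicate 3 (-0.21) and for H3K4me3 promoters without replicate 3 (0.00059). Without doxycycline replicate 2, mean H3K27me3 peak number stayed lower in doxycycline (101434 in DMSO, 101102 in doxycycline). Without doxycycline replicate 3, so did mean H3K27ac covered length (128.4 Mb in DMSO, 128.0 Mb in doxycycline). Those log2 signs therefore show no increase. Separating regions rose because 2 against 2 is a looser demand: 6709 to 7925 for H3K27ac (22.98 to 27.9% gained), 8398 to 13022 for H3K4me1 (21.1 to 26.3%), 2126 to 3591 for H3K4me2 (26.3 to 65.5%), 799 to 1510 for H3K4me3 (28.4 to 46.7%) and 3006 to 5576 for H3K27me3 (63.2 to 93.8%).

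The correlation of the deviations of same-numbered libraries was over 0.1 in 6 of 15 pairs (-0.13 to 0.27), and in all 3 pairs of a mark only for H3K4me3. The replicate block, an exact test over 8 sign flips with a smallest p of 0.25, leaves the values as they were, for example -0.32 for active enhancers (exact p = 0.25) and -0.26 for H3K4me1 peak number (exact p = 0.25), and changed no call. Within kinds of fragment length estimate, the H3K27me3 log2 value was 0.060 for covered length and changed sign for peak number (0.11). With same-numbered pairs left out, the Jaccard difference changed sign for H3K4me2 (0.0085) and H3K27me3 (0.0049).

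The H3K4me3 promoter count had log2 ratios between -0.0081 and 0.00059 over all settings.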

Other observations

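The tests on fragment length and MYCN, and those on other splits of the libraries, were chosen after the results were seen, as was the use of equal list length as a test, a setting fixed earlier. The tests on the strength of lost regions and on shared inputs were written before their values were computed.

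More H3K27ac and H3K4me1 regions were lost than gained in doxycycline. A technical candidate is the lower calling depth of every doxycycline library, which would remove weak peaks. Of the 2715 lost H3K27ac regions, 0 had a −log10 q of 10 or more in all 3 DMSO lists, and for H3K4me1 it was 0 of 2738. Gained regions, which lower depth would not make, were as weak: 1 of 602 for H3K27ac and 0 of 590 for H3K4me1 had such a q in all 3 doxycycline lists. Regions called in one treatment alone are weak in either direction in these marks, so the lower depth after scaling in the doxycycline libraries is neither supported nor argued against, and it is confounded with treatment. A related candidate is the longer DMSO lists. With the 6 lists brought to equal length, 49.7% of H3K4me1 separating regions were gained (exact 95% interval 47.9 to 51.4%) and 40.0% of those of H3K27ac (38.2 to 41.8%). A loss of regions by the knockdown would shorten the doxycycline lists as well and even out in the same way, so list length and treatment cannot be told apart.

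Other splits of the 6 libraries bear on whether chance can be excluded. For H3K27ac, 1 of 10 splits (the real one, 3317 regions, next highest 1235) and for H3K4me3 1 of 10 (400, next 316) gave as many regions. For H3K4me1 it was 2 of 10 (3328, highest other 4260), for H3K4me2 5 of 10 (485, highest other 2686) and for H3K27me3 4 of 10 (570, highest other 4346). With 10 splits the share is never under 0.1, so chance cannot be excluded for any mark. Some of these splits put both libraries of a replicate number on one side, and technical values went with the number. Among the 4 splits that part all 3 numbers the real one was the highest in each mark, with the highest other at 580 for H3K4me1, 255 for H3K4me2, 31 for H3K4me3, 351 for H3K27ac and 447 for H3K27me3. With 4 splits this share is never under 0.25. The real split also parts the libraries by calling depth and input, so the marks are not independent in this.

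Another candidate cause of separating regions is the input libraries of the 2 treatments, shared by all marks. Regions made this way would move together in unrelated marks. Of the H3K27ac separating regions, 0 overlapped an H3K27me3 separating region of the same direction and 1 overlapped one of the opposite direction, which is too few to decide. H3K27ac shared 90 separating regions with H3K4me1 in the same direction and 0 in the opposite direction, and 64 and 0 with H3K4me2. Shared inputs and a change of the elements themselves both predict this.

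The spread of H3K27me3 covered length followed the fragment length estimate. The split by that estimate separated 4346 regions, against 570 for the treatments. With the estimate in the model, the log2 difference of covered length between treatments was 0.060 and not 0.52. An estimate near the read length may reflect weak enrichment in a library and not only a setting of the caller, and these could not be parted. The 522 gained against 48 lost H3K27me3 regions should be read with this in mind, since 2 of the 3 doxycycline libraries and 1 of the 3 DMSO libraries had the long estimate.

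H3K4me1 and H3K27ac peaks at the MYCN start sites were called in DMSO only. Within 250 kb of MYCN, the H3K4me1 lists held 47 to 87 peaks in DMSO and 0 to 5 in doxycycline, and the H3K27ac lists 11 to 72 and 0 to 15. The median pileup of such peaks was 37.7 times the median of their list (median over the 17 lists with any), at fold enrichments of 1.10 to 1.24. A candidate explanation is the amplification of MYCN: a high input level leaves small ratios that pass or miss the threshold with small shifts in depth. Whether the marks at MYCN fell with knockdown cannot be told apart from this here, because the peak lists hold no signal where no peak was called. Absence of a call at MYCN is not absence of the mark.

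The study described more active and primed enhancers after knockdown at sites bound by RUNX1T1, and no change in the few poised ones. The classes here cover the whole genome. The active count was lower in doxycycline except at q of 1e-10 or less (326 in DMSO, 488 in doxycycline). The primed count was lower as deposited, but higher with lists of equal length (22305 and 24378), at q of 0.001 or less (9370 and 11425), at q of 1e-10 or less (257 and 467) and with a mark absent only where no replicate had it (16803 and 17465). The poised count was higher in doxycycline as deposited (2160 and 3018) and with lists of equal length (1175 and 2155). It inherits the H3K27me3 lists, whose extent followed the fragment length estimate. RUNX1T1 sites were not analysed here, so the statements concern different regions.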
